A study of Homo sapiens with 8 samples. Its data were reported in "BAP1 is a haploinsufficient tumor suppressor linking chronic pancreatitis to pancreatic cancer in mice" (2020).

How the data were processed

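Gene expression was measured in PANC1 cells, a human pancreatic cancer cell line, on 8 Affymetrix PrimeView 3' IVT arrays. Groups were taken from the sample labels (genotype and treatment) and held 2 arrays each: control (wild-type genotype, untreated), sgBAP1 (CRISPR/Cas9 targeting of BAP1), IR (wild-type genotype, 10 Gy of ionising radiation) and sgBAP1 + IR. RNA was collected 3 days after irradiation. The control samples are labelled wild type, whereas the study describes cells given a non-targeting guide; the labels do not say whether the controls carry one. The study also describes PANC1 as having lost 1 copy of BAP1, so wild type here means not targeted. No batch, scan date or culture record was given, and nothing says that the arrays of a group came from separate cultures. The p-values therefore measure only the spread between these samples. No paired analysis was possible because the labels share no replicate numbers across groups.

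The deposited values were log2 expression values that the authors obtained with the RMA algorithm, which subtracts background, quantile-normalises the arrays and summarises the probes of each probe set. The table held 49395 probe sets without missing values. The 102 Affymetrix control probe sets were left out and the other 49293 were tested without a filter on signal. Of these, 44988 carried a single gene symbol, 1832 several and 2473 none; 132 held values identical to another probe set. Array medians lay between 6.116 and 6.152 log2, and Pearson correlations across probe sets were 0.998 to 0.9985 between arrays of a group and 0.9881 to 0.9952 between arrays of different groups. There are no read counts: the number of arrays limits the precision. Transcripts of BAP1 itself were not analysed here, so the labels were not checked against the targeted transcript. The study itself describes sequencing of the BAP1 locus for indels and western blotting for absence of the protein. The genome build of the array design was not given, so no coordinates are reported. Gene order along chromosomes, used for windows of neighbouring genes, came from a RefSeq table on GRCh38.p14.

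Each probe set was fitted with limma 3.58.1 (lmFit and eBayes, R 4.3.3) as 4 group means over all 8 arrays, which leaves 4 residual degrees of freedom. The median SD between arrays of a group was 0.0787 log2 and the prior had 3.22 degrees of freedom. Errors given as ± are limma standard errors of the log2 change with n = 2 arrays per group. There were 6 comparisons: sgBAP1 against control, IR against control, sgBAP1 + IR against control, the IR effect in sgBAP1 cells, the sgBAP1 effect in irradiated cells, and the interaction, which is the difference between both IR effects. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05, over 49293 probe sets per comparison, and a fold change over 1.5. The study's methods name a fold change over 1.5 and an unadjusted p under 0.01 for these arrays and, for the study as a whole, a test run here as the methods' t-test; both were alternatives. For counts of genes and for gene lists, each of the 18132 genes was represented by its probe set with the highest mean.

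A total of 28 gene lists (786 members, 715 measured) were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison: p53 targets, DNA replication and S phase, mitosis and G2/M, homologous recombination, ATM/ATR signalling, non-homologous end joining, Fanconi anaemia, interferon-stimulated genes, NF-kB and secretory inflammatory genes, mesenchymal and epithelial EMT genes, TGF-beta targets, NRF2 targets, glycolysis and hypoxia, cholesterol biosynthesis, AMPK and mTOR pathway, unfolded protein and ATF4 response, replication-dependent histones, HOX genes, PR-DUB and BAP1 partners, PRC1 and PRC2, BAP1 neighbours, lysosome and senescence, acinar, ductal and mucinous, immune, and neuroendocrine and islet markers, and housekeeping genes. From these same arrays the study named EMT, metabolism and redox balance, and the DNA damage response, themes to which the EMT, AMPK/mTOR, NRF2, glycolysis, cholesterol, p53, ATM/ATR and repair lists belong. It named TGF-beta, AMPK/mTOR, NRF2 and p53 from mouse cell lines. The test was repeated with a correlation estimated per list; camera then uses the 4 residual degrees of freedom of the arrays, so part of the loss of calls comes from its construction. Genes were named by rule: the 8 largest rises and 8 largest falls among called genes in each comparison with control, and the 5 largest of each in the other comparisons, with a group mean of at least 5 log2; and, in the comparisons with control, up to 4 called members with the largest change from each list with at least 3 called members or a list call. Comparisons, thresholds, lists, this rule and the alternatives were chosen before the data were examined, except where stated.

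Overlaps of called genes were set against the number expected by chance, and the correlation of changes against 100 simulations of unchanged groups sharing the control arrays. Additivity was the slope through the origin of the log2 change of sgBAP1 + IR on the sum of both single changes, across genes called in sgBAP1 + IR against control, and was set against 100 simulations of an exact sum. Windows of 50 neighbouring genes (172 windows) were compared with 1000 shuffles of the gene order. Only genes with a mean level at or above the median gene entered the windows, so dimmer genes between them were skipped. The alternatives were a filter on dim probe sets, 2 further normalisations, a fit of the compared groups alone, trend and robust eBayes, the study's threshold, the methods' t-test, other fold thresholds, leaving out each array, the mean of all probe sets of a gene, the brighter part of the genes, and camera with an estimated correlation or fry for the lists.

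The methods were tested on simulated data. For sgBAP1 against control, 91 of 100 changes of 2-fold and 98 of 100 changes of 4-fold put into 49293 probe sets were recovered in the right direction with 7 false calls. For IR against control, simulated unchanged data gave 0 false calls, and a shifted list was called with 0 others of the 28. For sgBAP1 + IR against control, a slope of 0.795 was recovered for a true slope of 0.8. In the window test, 10 of 10 shifted windows were found. Tables and plots were made with pandas 2.3.3 and matplotlib 3.10.9 in Python 3.11.15.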

Results

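Transcript levels were compared in PANC1 pancreatic cancer cells with and without CRISPR/Cas9 targeting of BAP1, a deubiquitinase that removes ubiquitin from histone H2A, before and 3 days after 10 Gy of ionising radiation (IR). Each of the 4 groups (control, sgBAP1, IR and sgBAP1 + IR) held 2 arrays. Arrays of a group differed little: the median absolute difference per probe set was 0.0839 log2 between both control arrays, 0.073 in sgBAP1, 0.0711 in IR and 0.0788 in sgBAP1 + IR. Values below are log2 changes ± SE from limma with n = 2 arrays per group. In every named gene of the 5 comparisons of 2 groups, the arrays of both groups did not overlap; naming only called genes brings this about, and chance gives it in 33.3% of unselected genes. Largest rises and falls are given among probe sets with a single gene symbol.

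**Figure D1:**
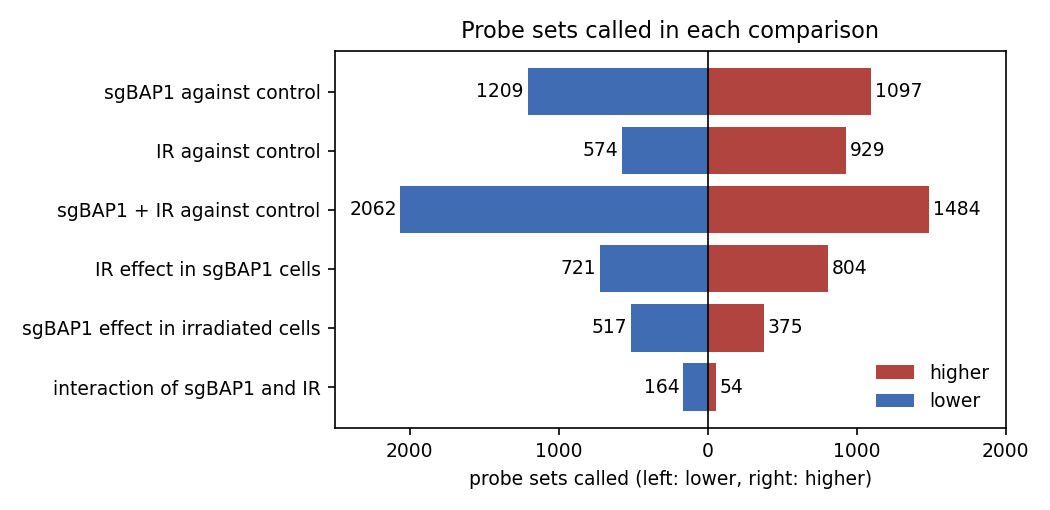
Probe sets called by limma (adjusted p under 0.05 and fold change over 1.5, of 49293 tested) in each of the 6 comparisons; bars to the right count those with a higher level and bars to the left those with a lower level. The sgBAP1 + IR comparison had the most calls (3546) and the interaction the fewest (218).

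The first comparison set sgBAP1 cells against control cells, both without irradiation. The study describes 1 BAP1 guide, given by transfection and followed by puromycin selection. The labels do not say whether the control cells went through these steps. Effects of the steps, or of the guide at other sites, therefore cannot be told apart from loss of BAP1. The largest rises in sgBAP1 cells included LY96, the co-receptor that lets TLR4 sense lipopolysaccharide (2.46 ± 0.05, n = 2 arrays per group, from a control level of 4.46 log2 near the lower quartile of the arrays). Among them were also the chemokines CXCL8 (2.32 ± 0.06, a 4.99-fold increase) and CCL20 (2.26 ± 0.19) and the stress-inducible p53 target GADD45A (2.14 ± 0.05). The neuropeptide gene GAL (2.29 ± 0.07), MAP3K7CL (2.17 ± 0.09), the EGF receptor ligand HBEGF (2.09 ± 0.06) and the collagenase MMP1 (2.07 ± 0.08) also rose. CDH1, which encodes the epithelial adhesion protein E-cadherin, had the largest fall (-2.37 ± 0.13), although a second CDH1 probe set had the opposite sign and was not called. It was followed by the arginine deiminase PADI2 (-2.11 ± 0.09), ANKRD35 (-1.83 ± 0.1), the DNA demethylation enzyme TET1 (-1.78 ± 0.06) and the mTORC1 inhibitor DDIT4 (-1.64 ± 0.05). LXN (-1.6 ± 0.07), PRRT2 (-1.55 ± 0.14) and GALNT18 (-1.54 ± 0.12) completed the largest falls. In total 1097 probe sets were higher and 1209 lower, or 421 and 474 genes, and the highest limma adjusted p among the 56 named genes was 0.008. The balance depended on scaling: 47.6% of calls were higher as deposited and 51.2% after a further quantile normalisation. Of the 45 named genes with other probe sets, 23 had 1 or more that was not called, and 17 had none called in the same direction. For 10 of the 45 another probe set had the opposite sign, without a call: MAP3K7CL, CDH1, IRF1, TWIST2, SMAD6, THBS1, ABCC3, ATF3, H2AC11 and CBX7, several of which are described below.

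Among the fixed lists, the inflammatory list was higher with sgBAP1. Of 29 measured NF-kB and secretory inflammatory genes, 10 rose, both over all genes tested and adjusted over the list alone, and 19 did not pass. They included CXCL8, CCL20, MMP1 and the cytokine IL11 (1.9 ± 0.07). The camera adjusted p of the list was 5.8e-07, and the adjusted p = 0.0885 with an estimated correlation. For all 28 lists of this comparison the counts adjusted over the list alone equalled those over all genes tested. Interferon-stimulated genes rose in 7 of 39 cases, including IFIT2 (1.55 ± 0.07), ISG20 (1.48 ± 0.09), IFIT3 (0.98 ± 0.11) and the transcription factor IRF1 (0.88 ± 0.06). The interferon list had an adjusted p of 0.00196, and an adjusted p = 0.211 with an estimated correlation. The lysosome and senescence list was also higher (2 of 24 rose: the sialidase NEU1 by 0.82 ± 0.06 and the protease inhibitor SERPINE2 by 0.67 ± 0.06). The lysosome list had an adjusted p of 0.0152, and an adjusted p = 0.266 with an estimated correlation.

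The DNA replication and S phase list was lower in sgBAP1 cells. Of 43 measured members 3 fell, the replicative helicase subunit MCM6 (-0.97 ± 0.06), the polymerase POLA1 (-0.65 ± 0.07) and the ligase LIG1 (-0.61 ± 0.05), and 40 did not pass. The replication list had an adjusted p of 0.00184, and an adjusted p = 0.266 with an estimated correlation. LIG1 lost its call without sgBAP1 replicate 2 (-0.56). Of 39 mitosis and G2/M genes 0 were called by limma, although only 6 lay above 0 and the list was lower by camera (median -0.16, adjusted p = 1.52e-05, and adjusted p = 0.266 with an estimated correlation). Fanconi anaemia genes, which act in crosslink repair, were lower (2 of 12 fell: FAAP100 at -1.03 ± 0.07 and FANCC at -0.84 ± 0.08). The Fanconi anaemia list had an adjusted p of 0.00212, and an adjusted p = 0.266 with an estimated correlation. It belongs to the DNA damage response, which the study named from these arrays, so it is not independent evidence. In the HOX list 1 of 27 fell, HOXC4 (-1.05 ± 0.07; list adjusted p = 0.00196, and adjusted p = 0.211 with an estimated correlation). Among Polycomb genes (PRC1 and PRC2) 1 of 26 fell, the chromodomain gene CBX7 (-0.66 ± 0.07). The Polycomb list had an adjusted p of 0.00607, and an adjusted p = 0.266 with an estimated correlation, and was not called without dim probe sets (adjusted p = 0.0509).

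Several lists held changed members without a list call. Of 28 p53 targets 6 rose and 22 did not pass, led by GADD45A, the cell cycle inhibitor CDKN1A (1.22 ± 0.06), the secreted factor GDF15 (0.81 ± 0.06) and SESN2 (0.71 ± 0.07), with an adjusted p of 0.0772 for the list. TGF-beta targets were divided, with 5 of 27 higher, among them the matrix proteins THBS1 (1.05 ± 0.08) and CCN2 (0.9 ± 0.06) and the SMAD corepressor SKIL (0.8 ± 0.07), and 1 lower, the inhibitory SMAD6 (-1.5 ± 0.07; list adjusted p = 0.0772). Mesenchymal genes moved both ways, with THY1 (0.9 ± 0.07) and ZEB2 (0.63 ± 0.12) among 2 that rose and S100A4 (-0.98 ± 0.05) and TWIST2 (-0.79 ± 0.06) among 3 that fell, of 30 (adjusted p = 0.453). ZEB2 lost its call without control replicate 2 (0.49). In the AMPK and mTOR list 4 of 30 rose, including RRAGD (0.73 ± 0.06), and 2 fell, DDIT4 and the mTOR inhibitor DEPTOR (-1.07 ± 0.06; list adjusted p = 0.575). Among 27 NRF2 targets the heme oxygenase HMOX1 (0.95 ± 0.06) and the cystine transporter SLC7A11 (0.73 ± 0.05) rose and ABCC3 (-0.81 ± 0.06) fell (list adjusted p = 0.287). From these arrays the study named EMT, metabolism and redox balance, and the DNA damage response, so the EMT, AMPK/mTOR, NRF2, glycolysis and p53 counts, adjusted over the list alone or not, are not independent evidence. In the unfolded protein and ATF4 list 3 of 29 rose, DDIT3 (1.5 ± 0.08), CEBPB (0.71 ± 0.06) and ATF3 (0.59 ± 0.07), with an adjusted p of 0.189 for the list. ATF3 lost its call without control replicate 2 (0.54) or sgBAP1 replicate 1 (0.54). Of 29 replication-dependent histone genes 6 rose, including H2BC4 (1.64 ± 0.08), H2BC5 (0.78 ± 0.07) and H2AC11 (0.74 ± 0.09), and 1 fell, H4C3 (-0.86 ± 0.05; list adjusted p = 0.188). Of 29 glycolysis and hypoxia genes PFKFB4 (-0.86 ± 0.07) and PDK1 (-0.7 ± 0.07) fell and PFKFB3 (0.64 ± 0.05) rose (list adjusted p = 0.0804). The epithelial list had a positive median (0.05) and a negative mean (-0.05) and was not called (adjusted p = 0.625). Without control replicate 2, non-homologous end joining became called (adjusted p = 0.0446). With the mean of all probe sets of a gene, 5 lists became called: p53 targets (adjusted p = 0.013), TGF-beta targets (adjusted p = 0.0249), glycolysis (adjusted p = 0.00754), homologous recombination (adjusted p = 0.013) and non-homologous end joining (adjusted p = 0.0153). Without dim probe sets, TGF-beta targets (adjusted p = 0.0391) and histones (adjusted p = 0.014) became called.

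**Figure D2:**
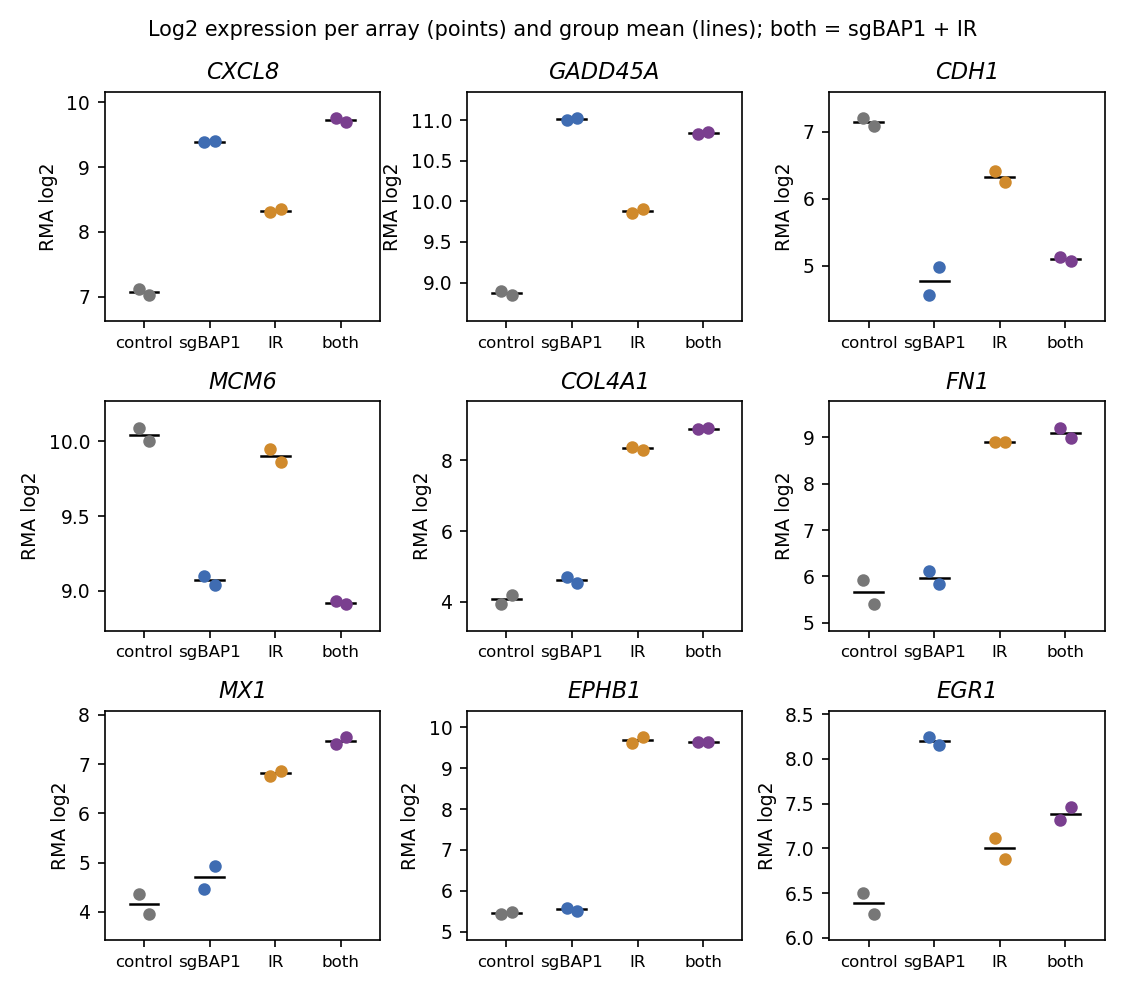
Log2 expression (RMA) of 9 genes on each array (points) with group means (lines) for the 4 groups; "both" is sgBAP1 + IR. GADD45A and CXCL8 rose with either perturbation alone (2.14 and 2.32 with sgBAP1, 1.01 and 1.25 with IR), while COL4A1 rose by 4.28 with IR.

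The second comparison addressed the response to IR of cells without the BAP1 guide, labelled wild type. The 8 largest rises included both type IV collagen chains of basement membranes, COL4A1 (4.28 ± 0.1, n = 2 arrays per group) and COL4A2 (3.98 ± 0.23). The control level of COL4A1 (4.06 log2) lay below the lower quartile of the control arrays (4.299 and 4.339), as did those of ITGB8 (3.56) and CPVL (4.11), near the floor of the signal, so no fold is given. Also among them were the integrin ITGB8, which activates latent TGF-beta (3.47 ± 0.08), the integrin ligand EDIL3 (3.3 ± 0.15) and fibronectin, FN1 (3.23 ± 0.17). The ephrin receptor EPHB1 (4.22 ± 0.07), the carboxypeptidase CPVL (3.69 ± 0.13) and FGFBP2 (3.39 ± 0.12) completed them. The falls of genes with a symbol were smaller, led by BTNL9 (-1.82 ± 0.09), GALNT18 (-1.78 ± 0.12), AFAP1L1 (-1.74 ± 0.07) and the homeobox gene ESX1 (-1.69 ± 0.06). The ubiquitin ligase RNF157 (-1.65 ± 0.1), the calcium channel CACNA1A (-1.56 ± 0.08), TMEM255A (-1.53 ± 0.05) and protein kinase C beta, PRKCB (-1.46 ± 0.14), also fell. Larger falls were seen in 3 probe sets without a gene symbol, which are not described here. In total 929 probe sets were higher and 574 lower, or 399 and 251 genes, and the highest limma adjusted p among the 50 named genes was 0.0073. Another probe set was not called for 23 of 34 named genes with several, and had the opposite sign for FN1, PRKCB and CDH1. For 10 of the 34 no other probe set was called in the same direction.

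Interferon-stimulated genes had the most called members of the 28 lists with IR. Of 39 measured, 19 rose, over all genes tested and adjusted over the list alone, and 20 did not pass. The antiviral GTPase MX1 (2.65 ± 0.18), the RNA sensor IFIH1 (2.32 ± 0.11), IFI6 (1.91 ± 0.1) and ISG15 (1.65 ± 0.06) rose most. MX1 lay below 5 log2 on each of the 4 non-irradiated arrays, toward the floor of the signal, so its size and rank are uncertain. This list was called by camera (adjusted p = 6.88e-16) and kept its call with an estimated correlation (adjusted p = 0.0301), which no other list of this comparison did. Of 29 NF-kB and secretory inflammatory genes 8 rose, including the adhesion molecule ICAM1 (1.6 ± 0.09), CCL20 (1.57 ± 0.19), complement C3 (1.42 ± 0.15) and CXCL8 (1.25 ± 0.06). The NF-kB list had an adjusted p of 0.000755, and an adjusted p = 0.0952 with an estimated correlation. Replication-dependent histone genes rose in 6 of 29 cases, including H2BC5 (1.26 ± 0.07), H2BC4 (1.22 ± 0.08), H2BC12 (1.03 ± 0.06) and H2AC6 (0.95 ± 0.08). The histone list had an adjusted p of 0.0297, and an adjusted p = 0.122 with an estimated correlation. The histone list was not called without IR replicate 1 (adjusted p = 0.0734) or with the mean of probe sets (adjusted p = 0.0557). For all 28 lists the counts adjusted over the list alone equalled those over all genes tested.

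The mesenchymal, epithelial and TGF-beta lists were higher after IR. Of 30 mesenchymal genes 6 rose, including FN1, the gelatinase MMP2 (2.65 ± 0.14), fibrillin FBN1 (2.43 ± 0.09) and the collagen crosslinker LOX (1 ± 0.08), and 1 fell, COL1A1 (-0.85), a fibrillar collagen named after its value was seen. The mesenchymal list had an adjusted p of 0.0389, and an adjusted p = 0.128 with an estimated correlation. Its call was lost without control replicate 1 (adjusted p = 0.0785), without IR replicate 1 (adjusted p = 0.0503), after a further quantile normalisation (adjusted p = 0.0774) or without dim probe sets (adjusted p = 0.107). Of 30 epithelial genes 4 rose, including the desmosomal PKP2 (1.32 ± 0.09) and the keratins KRT19 (1.12 ± 0.05) and KRT7 (0.8 ± 0.07), and 1 fell, CDH1 (-0.82 ± 0.13). The epithelial list had an adjusted p of 0.000856, and an adjusted p = 0.0952 with an estimated correlation. CDH1 lost its call without IR replicate 2 (-0.74). Of 27 TGF-beta targets 5 rose, including COL4A1, COL4A2, THBS1 (2.27 ± 0.08) and TGFBI (1.24 ± 0.05). The TGF-beta list had an adjusted p of 0.0193, and an adjusted p = 0.112 with an estimated correlation, and was not called without dim probe sets (adjusted p = 0.074). The study named EMT from these arrays, so the mesenchymal and epithelial counts, adjusted over the list alone or not, are not independent evidence. In the HOX list 1 of 27 rose, HOXB9 (0.59 ± 0.06; list adjusted p = 0.00757, and adjusted p = 0.0952 with an estimated correlation), which lost its call without control replicate 1 (0.57) or IR replicate 2 (0.52).

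Lists of mitosis, replication, homologous recombination, NRF2, cholesterol and glycolysis genes were lower after IR. Not called by camera were non-homologous end joining (adjusted p = 0.233), Fanconi anaemia (adjusted p = 0.1425), ATM/ATR (adjusted p = 0.0976) and AMPK/mTOR (adjusted p = 0.436). Of 39 mitosis and G2/M genes 0 lay above 0 and 4 fell past both thresholds, the kinases PBK (-0.69 ± 0.07), PLK1 (-0.64 ± 0.06) and NEK2 (-0.62 ± 0.06) and the centromere protein CENPF (-0.65 ± 0.06). The mitosis list had an adjusted p of 1.95e-17, and an adjusted p = 0.0952 with an estimated correlation. NEK2 lost its call without control replicate 1 (-0.57) or IR replicate 1 (-0.58). Of 43 replication genes 0 passed the limma thresholds, though the list was lower (median -0.14, adjusted p = 8.96e-06, and adjusted p = 0.112 with an estimated correlation). Of 26 homologous recombination genes 0 passed, with a lower list (median -0.11, adjusted p = 0.0123, and adjusted p = 0.134 with an estimated correlation), which was not called without dim probe sets (adjusted p = 0.0537). Of 27 NRF2 targets 0 passed, again with a lower list (median -0.17, adjusted p = 0.00206, and adjusted p = 0.0952 with an estimated correlation). Homologous recombination, NRF2, cholesterol and glycolysis belong to themes that the study named from these arrays (DNA damage response, redox balance and metabolism), so these lists are not independent evidence. Of 18 cholesterol biosynthesis genes 1 fell, FDPS (-0.61 ± 0.05), and the list was lower (median -0.23, adjusted p = 1.42e-06, and adjusted p = 0.0952 with an estimated correlation). FDPS lost its call without IR replicate 2 (-0.57). Of 29 glycolysis and hypoxia genes 3 fell, PFKFB3 (-0.88 ± 0.05), PFKFB4 (-0.69 ± 0.07) and ENO2 (-0.6 ± 0.1). The glycolysis list had an adjusted p of 0.00432, and an adjusted p = 0.0952 with an estimated correlation. ENO2 lost its call without control replicate 2 (-0.46) or IR replicate 1 (-0.53). Among 28 p53 targets GADD45A (1.01 ± 0.05), the death receptor FAS (0.91 ± 0.13) and CDKN1A (0.66 ± 0.06) rose without a list call (adjusted p = 0.108). The p53 list became called with the mean of probe sets (adjusted p = 0.0145), and it too belongs to the DNA damage response. Of 23 ductal and mucinous markers the endoderm transcription factor GATA6 (1.25 ± 0.08), KRT19 and KRT7 rose; the list had a median just below 0 and a mean of 0.14 and was not called (adjusted p = 0.204). Without control replicate 2 the ATM/ATR and Fanconi anaemia lists became called (adjusted p = 0.0294 and 0.0263).

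Genes that lie next to each other shifted together between irradiated and non-irradiated arrays. Across 172 windows of 50 neighbouring genes, the SD of the window medians was 0.0833 log2 for IR against control, above the highest of 1000 shuffles of the gene order (0.0385), and 0.085 for the IR effect in sgBAP1 cells. Window medians of both IR comparisons, which share no arrays, correlated at r = 0.883 across windows, where windows are not independent replicates. The window from CCDC127 to OSMR was lowest, with a median of -0.32 in control cells and -0.37 in sgBAP1 cells and 47 and 48 of its 50 genes lower. The windows from UTP25 to ARF1 (-0.27 and -0.26), C1orf35 to KIF26B (-0.26 and -0.24), TCAIM to USP4 (-0.26 and -0.21) and OXNAD1 to ANO10 (-0.25 and -0.24) were also low. Those starting at UTP25 and C1orf35 are adjacent in gene order. So are TRNT1 to DPH3 (-0.21 and -0.2), OXNAD1 to ANO10, TCAIM to USP4 and GPX1 to DCP1A (-0.12 and -0.1), in this order. These low windows are therefore not all separate blocks. The window from PPCDC to ISG20 was high (0.16 and 0.17). The windows hold 8600 of the 18132 genes, all taken from genes with a mean level at or above the median gene. The window from C1orf35 to KIF26B was also lower with sgBAP1 alone (-0.21). In the 10 windows lowest with IR in control cells, 29 of 500 genes (5.8%) were called with IR in sgBAP1 cells, 25 lower and 4 higher. The share was 3.19% over all 18132 genes. That set includes the dimmer genes left out of the windows, so both shares are not like for like. This count was chosen after seeing the data. Window medians were also spread beyond every shuffle for sgBAP1 against control (SD 0.0561, highest shuffle 0.0514), sgBAP1 in irradiated cells (0.0453 and 0.0381) and the interaction (0.0369 and 0.0303). Those of sgBAP1 with and without IR correlated at r = 0.677.

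**Figure D3:**
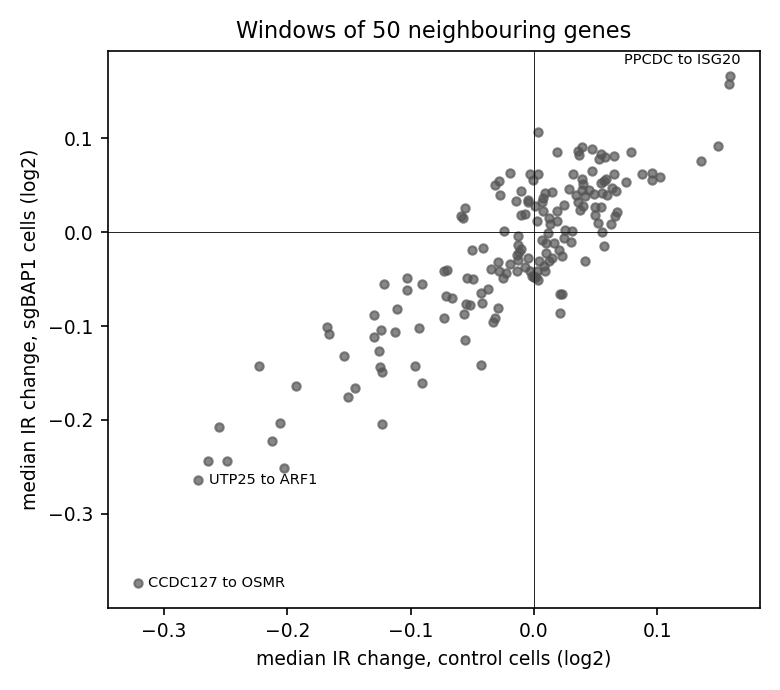
Median log2 change with IR of each of 172 windows of 50 neighbouring genes, in control cells (horizontal axis) and sgBAP1 cells (vertical axis); each point is a window. The window from CCDC127 to OSMR is lowest in both (-0.32 and -0.37), and medians correlate at r = 0.883.

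The third comparison set cells with both perturbations against control. COL4A1 (4.84 ± 0.1, n = 2 arrays per group), COL4A2 (4.42 ± 0.23), EPHB1 (4.17 ± 0.07), ITGB8 (3.87 ± 0.08) and FN1 (3.43 ± 0.17) again had the largest rises. The neurofilament gene NEFL (3.6 ± 0.07), ANXA3 (3.51 ± 0.1) and FEZ1 (3.46 ± 0.12) were also among the 8 largest. The control levels of NEFL (4.06 log2) and ANXA3 (3.33 log2) lay near the floor of the signal, as did those of COL4A1 and ITGB8, so the order of these genes is uncertain. GALNT18 (-2.58 ± 0.12), TET1 (-2.12 ± 0.06), the adaptor SORBS2 (-2.08 ± 0.11), TMEM255A (-2.07 ± 0.05) and CDH1 (-2.05 ± 0.13, with its second probe set of opposite sign) had the largest falls, together with XK (-1.96 ± 0.08), the glutathione transferase GSTA4 (-1.92 ± 0.08) and DIXDC1 (-1.83 ± 0.17). As with IR alone, 3 probe sets without a gene symbol had larger falls. In total 1484 probe sets were higher and 2062 lower, or 657 and 796 genes, with a highest limma adjusted p of 0.0044 among the 73 named genes. Another probe set was not called for 24 of 51 named genes with several, and had the opposite sign for FEZ1, SORBS2, CDH1, CDC25A, MSMO1, CBX7 and CBX2. For 9 of the 51 no other probe set was called in the same direction. Of the 1453 genes, 563 (38.8%) were called with neither perturbation alone, 378 with sgBAP1 alone, 350 with IR alone and 162 with each of them.

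Interferon and inflammatory genes rose in larger numbers than in either single comparison, a difference in counts that was not itself tested. Set directly against sgBAP1 alone, the interferon list was higher by camera (adjusted p = 2.32e-17) and the NF-kB list was not called (adjusted p = 0.228). Against IR alone both lists were higher by camera (adjusted p = 1.23e-05 each). Of 39 interferon-stimulated genes 26 rose, over all genes tested and adjusted over the list alone, including MX1 (3.3 ± 0.18), IFIH1 (2.62 ± 0.11), IFIT2 (2.32 ± 0.07) and ISG20 (2.26 ± 0.09). The interferon list had an adjusted p of 6.13e-14, and an adjusted p = 0.0373 with an estimated correlation. Of 29 NF-kB and secretory inflammatory genes 14 rose, including CXCL8 (2.65 ± 0.06), CCL20 (2.48 ± 0.19), ICAM1 (2.05 ± 0.09) and MMP1 (1.41 ± 0.08), and 1 fell, the chemokine CXCL6 (-0.59), named after its value was seen. The NF-kB list had an adjusted p of 8.22e-08, and an adjusted p = 0.0426 with an estimated correlation. Of 30 mesenchymal genes 9 rose, including FN1, FBN1 (2.69 ± 0.09), LOX (1.85 ± 0.08) and MMP2 (1.64 ± 0.14), and 2 fell, S100A4 (-0.61) and COL1A1 (-1.17), named here after their values were seen. The mesenchymal list had an adjusted p of 0.0152, and an adjusted p = 0.113 with an estimated correlation. Of 30 epithelial genes the keratins KRT7 (1.56 ± 0.07) and KRT19 (1.23 ± 0.05) rose and CDH1 fell (list adjusted p = 0.0179, and adjusted p = 0.113 with an estimated correlation). Of 27 TGF-beta targets 8 rose, including COL4A1, COL4A2, THBS1 (2.53 ± 0.08) and the repressor SNAI2 (1.33 ± 0.07), and 4 fell, SMAD6 (-0.76), SMAD7 (-0.59), TGFB2 (-0.62) and the receptor TGFBR1 (-0.65), named here after their values were seen. The TGF-beta list had an adjusted p of 0.0156, and an adjusted p = 0.113 with an estimated correlation. The study named EMT from these arrays, so the mesenchymal and epithelial lists are not independent evidence. For all 28 lists the counts adjusted over the list alone equalled those over all genes tested.

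Lists of replication, mitosis, homologous recombination, ATM/ATR, Fanconi anaemia, cholesterol and glycolysis genes were lower with both perturbations. Non-homologous end joining (adjusted p = 0.0652) and NRF2 targets (adjusted p = 0.1445) were not called by camera. Of 43 replication genes 8 fell, including MCM6 (-1.13 ± 0.06), GINS2 (-0.82 ± 0.07), MCM2 (-0.8 ± 0.06) and the primase PRIM1 (-0.8 ± 0.05), and 35 did not pass (adjusted p = 7.43e-11, and adjusted p = 0.0731 with an estimated correlation). Of 39 mitosis genes 7 fell, including PBK (-0.86 ± 0.07), CENPF (-0.83 ± 0.06), SPC25 (-0.78 ± 0.06) and cyclin A2, CCNA2 (-0.74 ± 0.06). The mitosis list had an adjusted p of 5.11e-12, and an adjusted p = 0.113 with an estimated correlation. Of 26 homologous recombination genes RAD54L (-0.69 ± 0.07) and RMI2 (-0.68 ± 0.05) fell (list adjusted p = 0.000841, and adjusted p = 0.113 with an estimated correlation). Of 25 ATM/ATR genes TIMELESS (-0.7 ± 0.05) and the phosphatase CDC25A (-0.67 ± 0.12) fell (list adjusted p = 0.00868, and adjusted p = 0.128 with an estimated correlation). A further quantile normalisation (adjusted p = 0.0504) or leaving out dim probe sets (adjusted p = 0.0757) ended the ATM/ATR call. Homologous recombination, ATM/ATR and Fanconi anaemia genes belong to the DNA damage response, and cholesterol and glycolysis genes to metabolism. The study named both themes from these arrays, so these lists are not independent evidence. Of 12 Fanconi anaemia genes FAAP100 (-0.84 ± 0.07) and FANCC (-0.74 ± 0.08) fell (list adjusted p = 0.000703, and adjusted p = 0.234 with an estimated correlation). Of 18 cholesterol biosynthesis genes 5 fell, including FDPS (-0.85 ± 0.05), INSIG1 (-0.84 ± 0.05), DHCR7 (-0.7 ± 0.05) and MSMO1 (-0.67 ± 0.05). The cholesterol list had an adjusted p of 2.03e-08, and an adjusted p = 0.0731 with an estimated correlation. Of 29 glycolysis and hypoxia genes 4 fell, PDK1 (-0.97 ± 0.07), PFKFB4 (-0.88 ± 0.07), ENO2 (-0.65 ± 0.1) and BNIP3L (-0.59 ± 0.05). The glycolysis list had an adjusted p of 0.000314, and an adjusted p = 0.0731 with an estimated correlation. ENO2 lost its call without control replicate 2 (-0.52), and BNIP3L without control replicate 1 (-0.57) or sgBAP1 + IR replicate 2 (-0.57). The Polycomb genes CBX7 (-0.87 ± 0.07) and CBX2 (-0.73 ± 0.07) fell, of 26 measured. The Polycomb list had an adjusted p of 0.0221, and an adjusted p = 0.238 with an estimated correlation. Its call was lost without control replicate 1 (adjusted p = 0.0516), after a further quantile normalisation (adjusted p = 0.135) and without dim probe sets (adjusted p = 0.169).

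Members of further lists changed without a list call. Of 28 p53 targets, part of a theme of the study and not independent evidence, 5 rose, including GADD45A (1.97 ± 0.05), FAS (1.27 ± 0.13), CDKN1A (1.12 ± 0.06) and the death receptor TNFRSF10B (0.85 ± 0.06), and 1 fell, DDB2 (-0.79), named after its value was seen (adjusted p = 0.144). Of 29 histone genes 6 rose, including H2BC4 (1.49 ± 0.08), H2BC5 (1.24 ± 0.07) and H2AC6 (0.97 ± 0.08), and 3 fell, including H4C3 (-1.1 ± 0.05; list adjusted p = 0.304). In the AMPK and mTOR list, also part of a theme of the study, RRAGD (0.85 ± 0.06) rose and DDIT4 (-1.08 ± 0.05) and RICTOR (-0.64 ± 0.07) fell (adjusted p = 0.434). RICTOR lost its call without sgBAP1 + IR replicate 1 (-0.58). In the unfolded protein list DDIT3 (1.2 ± 0.08) and HERPUD1 (0.6 ± 0.08) rose and PSAT1 (-0.85 ± 0.07) fell; its median was negative (-0.02), its mean positive (0.04) and its adjusted p 0.988. HERPUD1 lost its call without control replicate 2 (0.54) or sgBAP1 + IR replicate 1 (0.53). GATA6 (1.78 ± 0.08) rose beside KRT7 and KRT19 among 23 ductal and mucinous markers (adjusted p = 0.0746). Of 19 measured genes adjacent to BAP1, PHF7 (-1.31 ± 0.1), POC1A (-0.73 ± 0.06) and NT5DC2 (-0.65 ± 0.07) fell and 16 did not pass, ranging from -0.41 to 0.44. The list had a median of 0.01 and a mean of -0.15 and was not called (adjusted p = 0.228). PHF7 also fell with sgBAP1 alone (-0.75) and with IR alone (-0.79), where the other 18 neighbours did not pass. Without control replicate 2, non-homologous end joining and the ductal markers became called (adjusted p = 0.0404 and 0.0358). With the mean of probe sets, non-homologous end joining (adjusted p = 0.0289), lysosome and senescence (adjusted p = 0.0256) and the housekeeping list (adjusted p = 0.0156) became called. The lysosome list was also called after a further quantile normalisation (adjusted p = 0.0272) or without dim probe sets (adjusted p = 0.0255), where histones became called too (adjusted p = 0.0125).

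**Figure D4:**
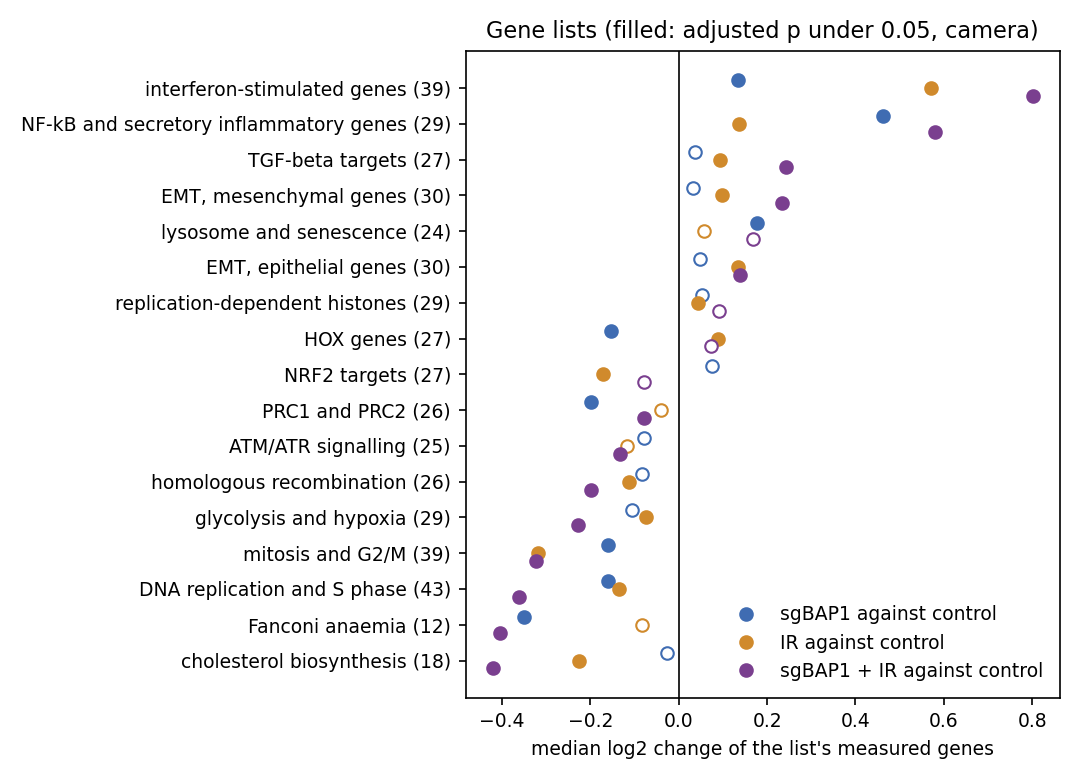
Median log2 change of the measured genes of 17 lists (number of genes in parentheses) in the 3 comparisons with control; filled points are lists with a camera adjusted p under 0.05 at the preset correlation. Interferon-stimulated genes have the highest median with sgBAP1 + IR (0.80) and cholesterol biosynthesis genes the lowest (-0.42).

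Both single perturbations were compared with each other because the study described their changes as concordant. Of the called genes, 160 changed in the same direction with sgBAP1 and with IR, 94 higher and 66 lower, and 28 in opposite directions; chance gives 15.8 in the same direction. CXCL8, CCL20, GADD45A, CDKN1A, IFIT2, ISG20, H2BC4, THBS1 and GATA6 rose with each of them, and CDH1, GALNT18, PFKFB4 and PHF7 fell with each. PFKFB3 was among the opposite genes, 0.64 with sgBAP1 and -0.88 with IR. Among probe sets 361 were shared in the same direction and 61 in opposite directions, against 34.8 by chance, a number that makes no allowance for the shared control arrays. Across 18132 genes, which are not independent replicates, the changes correlated at r = 0.306 (Spearman 0.353). Because both use the same control arrays, noise alone gave r = 0.5 in the simulations; the covariance was 0.0244 against 0.00355 for simulated noise. The IR changes of both genotypes, which share no arrays, correlated at r = 0.772, and the sgBAP1 changes with and without IR at r = 0.743.

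The double perturbation was set against the sum of the single changes because the study described the combined effect as additive. Across the 1453 genes called in sgBAP1 + IR, the slope of the double change on the sum was 0.819 (r = 0.973), below all 100 simulations of an exact sum (0.98 to 0.992). GADD45A rose by 2.14 and 1.01 with each perturbation alone and by 1.97 with both, and CXCL8 by 2.32 and 1.25 alone and 2.65 with both. COL4A1 changed by 0.54 with sgBAP1, 4.28 with IR and 4.84 with both, close to the sum, from a control level near the floor of the signal.

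**Figure D5:**
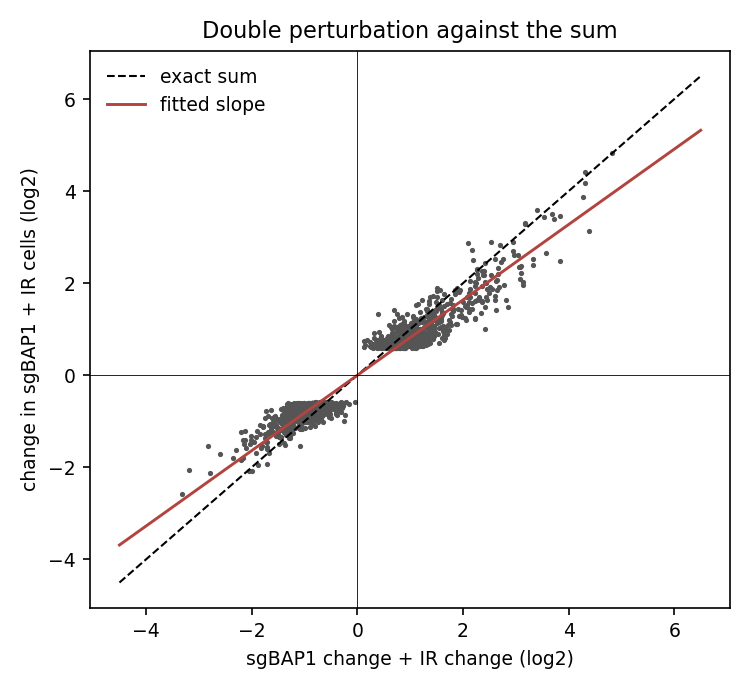
Log2 change in sgBAP1 + IR cells (vertical axis) against the sum of the log2 changes with sgBAP1 alone and IR alone (horizontal axis) for the 1453 genes called in sgBAP1 + IR against control; the dashed line is an exact sum and the red line the fitted slope through the origin (0.819).

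The response to IR was also measured in sgBAP1 cells. COL4A1 (4.29 ± 0.1, n = 2 arrays per group), COL4A2 (4.09 ± 0.23), EPHB1 (4.08 ± 0.07), CPVL (3.36 ± 0.13) and FN1 (3.12 ± 0.17) had the largest rises. TMEM255A (-1.56 ± 0.05), the chemokine receptor CXCR4 (-1.42 ± 0.1), the growth factor NRG1 (-1.42 ± 0.06), RNF157 (-1.42 ± 0.1) and MAML3 (-1.37 ± 0.14) had the largest falls of genes with a symbol, and 3 probe sets without one fell further. In total 804 probe sets were higher and 721 lower (345 and 233 genes), with a highest limma adjusted p of 0.0011 among named genes. The balance depended on scaling: 52.7% of calls were higher as deposited and 47.1% after centring on the median. Another probe set of MAML3 had the opposite sign, and 6 of 9 named genes with several had 1 or more that was not called. For 2 of the 9 no other probe set was called in the same direction. With IR, 362 genes were called in the same direction in both genotypes and 1 in the opposite direction, against 10.8 by chance. Interferon-stimulated genes rose in 19 of 39 cases (adjusted p = 2.32e-17, and adjusted p = 0.0244 with an estimated correlation). The mesenchymal list (7 of 30 rose; adjusted p = 0.00216), the epithelial list (4 of 30 rose; adjusted p = 0.00449) and the HOX list (0 of 27 passed; adjusted p = 0.00136) were higher, each with an adjusted p = 0.0948 with an estimated correlation. The NF-kB list was not called (adjusted p = 0.228): of 29 genes ICAM1 (1.02), TNFAIP2 (0.81) and C3 (0.74) rose and IL11 (-0.61), MMP1 (-0.66), CXCL1 (-0.95) and CXCL6 (-1.05) fell. Nor was the TGF-beta list (adjusted p = 0.556), with 7 of 27 higher and 3 lower, ID3 (-0.59), TGFB2 (-0.63) and SKIL (-0.79); members of both lists were named after their values were seen. Cholesterol biosynthesis was lower, with 4 of 18 genes down, HMGCS1 (-0.65), DHCR7 (-0.74), FDPS (-0.74) and MSMO1 (-0.79), which were named after their values were seen (adjusted p = 1.26e-10, and adjusted p = 0.0948 with an estimated correlation). NRF2 targets were lower (HMOX1 -0.8 and ME1 -0.83, named likewise, of 27; adjusted p = 0.00216), as was replication (0 of 43 passed; adjusted p = 1.86e-07), each with an adjusted p = 0.0948 with an estimated correlation. Mitosis (0 of 39 passed; adjusted p = 1.86e-07) was lower with an adjusted p = 0.205 with an estimated correlation, and homologous recombination (0 of 26 passed; adjusted p = 0.0391) with an adjusted p = 0.22 with an estimated correlation. Glycolysis (1 of 29 fell, PFKFB3, -1.12; adjusted p = 0.0213) and the unfolded protein list (1 of 29 rose, ATF5, 0.6, although the list was lower; adjusted p = 0.00605) had an adjusted p = 0.14 with an estimated correlation. The EMT, NRF2, cholesterol, glycolysis and homologous recombination lists belong to themes of the study and are not independent evidence, and all 28 counts adjusted over the list alone equalled those over all genes tested. Homologous recombination was not called without sgBAP1 replicate 1 (adjusted p = 0.0667), sgBAP1 + IR replicate 1 (adjusted p = 0.053) or sgBAP1 + IR replicate 2 (adjusted p = 0.0677). Glycolysis was not called without sgBAP1 + IR replicate 1 (adjusted p = 0.053). ATM/ATR became called without sgBAP1 replicate 2, IR replicate 1 or IR replicate 2 (adjusted p = 0.044, 0.0479 and 0.0479). A further quantile normalisation ended the calls of homologous recombination, glycolysis and the unfolded protein list (adjusted p = 0.15, 0.108 and 0.0635), as did leaving out dim probe sets (adjusted p = 0.228, 0.0942 and 0.0792). The ductal and mucinous markers became called with the mean of probe sets (adjusted p = 0.0417), after centring on the median (adjusted p = 0.0479) and without dim probe sets (adjusted p = 0.0429). A fit of the compared groups alone called ATM/ATR (adjusted p = 0.0442).

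Among irradiated cells, fewer probe sets differed with sgBAP1, 375 higher and 517 lower (180 and 204 genes). LY96 (1.88 ± 0.05, n = 2 arrays per group), the NKG2D ligand ULBP2 (1.55 ± 0.08), C11orf96 (1.45 ± 0.09), ARHGDIB (1.44 ± 0.08) and NAV3 (1.4 ± 0.06) had the largest rises. The protocadherin PCDH20 (-2.28 ± 0.15), GSTA4 (-1.46 ± 0.08), EDIL3 (-1.27 ± 0.15), the Hedgehog receptor PTCH1 (-1.24 ± 0.09) and CDH1 (-1.23 ± 0.13) had the largest falls (highest limma adjusted p 0.0032). Another probe set of EDIL3, PTCH1 and CDH1 had the opposite sign, and 6 of 8 named genes with several had 1 or more that was not called. For 4 of the 8 no other probe set was called in the same direction. Replication genes were lower, with 1 of 43 called, MCM6 (-0.99; list adjusted p = 3.22e-07, and adjusted p = 0.157 with an estimated correlation). Of 39 interferon-stimulated genes 7 rose, and of 29 NF-kB genes 6 rose and 1 fell, C3 (-0.73), each list with an adjusted p of 1.23e-05 and an adjusted p = 0.115 with an estimated correlation. Of 29 histone genes 3 fell, H1-3 (-0.69), H4C3 (-0.73) and H2AC20 (-0.8), without a list call (adjusted p = 0.234). MCM6, C3 and these histone genes were named here after their values were seen. Cholesterol biosynthesis (0 of 18 passed; adjusted p = 0.000138, and adjusted p = 0.211 with an estimated correlation) was lower. Fanconi anaemia (0 of 12; adjusted p = 0.000304), PRC1 and PRC2 (0 of 26; adjusted p = 0.00962) and homologous recombination (0 of 26; adjusted p = 0.0404) were also lower, each with an adjusted p = 0.259 with an estimated correlation. In the HOX list 1 of 27 fell, HOXC4 (-0.65; list adjusted p = 0.0022, and adjusted p = 0.157 with an estimated correlation). Counts adjusted over the list alone equalled those over all genes tested, and cholesterol, Fanconi anaemia and homologous recombination are not independent evidence, since the study named metabolism and the DNA damage response from these arrays. Homologous recombination was not called without IR replicate 1 (adjusted p = 0.156) or sgBAP1 + IR replicate 2 (adjusted p = 0.072). The mesenchymal list became called without sgBAP1 + IR replicate 2 (adjusted p = 0.0369). A further quantile normalisation ended the calls of homologous recombination (adjusted p = 0.191) and of PRC1 and PRC2 (adjusted p = 0.118), as did leaving out dim probe sets (adjusted p = 0.163 and 0.139). With the mean of probe sets, glycolysis (adjusted p = 0.0117) and the housekeeping list (adjusted p = 0.0101) became called.

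The interaction tested whether the response to IR differed between genotypes. With all 8 arrays 54 probe sets were above 0 and 164 below, or 28 and 56 genes. Of the 56 genes below 0, 53 were higher with each perturbation alone by sign, and of the 28 above 0, 22 were lower with each. Below 0 were the immediate early gene EGR1 (-1.42 ± 0.15, n = 2 arrays per group), H2BC4 (-1.37 ± 0.12), FILIP1L (-1.25 ± 0.13), MMP1 (-1.22 ± 0.11) and GADD45A (-1.18 ± 0.07). Above 0 were the Notch modifier LFNG (1.08 ± 0.12), BTNL9 (0.96 ± 0.13), the water channel AQP3 (0.95 ± 0.13), PADI2 (0.94 ± 0.13) and SNAI2 (0.94 ± 0.1), with limma adjusted p values up to 0.041. Another probe set of BTNL9, EGR1 and FILIP1L had the opposite sign, and 7 of 8 named genes with several had 1 or more that was not called. For 5 of the 8 no other probe set was called in the same direction. Leaving out any of the 8 arrays (control, sgBAP1, IR or sgBAP1 + IR, replicate 1 or 2) left 0 probe sets called by limma. The lowest adjusted p was then between 0.0568 (without control replicate 1) and 0.114 (without IR replicate 1). In these fits 6346 to 8261 probe sets had an unadjusted p under 0.05 and 494 to 662 passed the study's threshold, against 8076 and 484 with all arrays. All 10 named genes kept their sign in each of these 8 fits.

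Among the lists, NF-kB and secretory inflammatory genes had a negative interaction (median -0.21; 2 of 29 were called below 0 over all genes tested, MMP1 and CXCL8 (-0.92), and 6 adjusted over the list alone). The NF-kB list had an adjusted p of 0.000159, and an adjusted p = 0.128 with an estimated correlation. Replication-dependent histones did as well (median -0.19; 5 of 29 were called below 0 over all genes tested, H2BC4, H2BC5 (-0.8), H2BC12 (-0.73), H1-2 (-0.68) and H2AC20 (-0.63), and 6 adjusted over the list alone). The histone list had an adjusted p of 0.000205, and an adjusted p = 0.128 with an estimated correlation. For p53 targets, part of a theme of the study and not independent evidence, 2 of 28 were called below 0 both over all genes tested and adjusted over the list alone, GADD45A and CDKN1A (-0.76). The p53 list had a median of -0.08, an adjusted p of 0.00233, and an adjusted p = 0.254 with an estimated correlation. Cholesterol biosynthesis, likewise part of a theme of the study, had a negative interaction (median -0.16; 0 of 18 called; adjusted p = 0.000159, and adjusted p = 0.254 with an estimated correlation). Mitosis genes had a positive interaction (median 0.15; 0 of 39 called; adjusted p = 3.31e-08, and adjusted p = 0.356 with an estimated correlation). CXCL8, CDKN1A and the histone genes other than H2BC4 were named here after their values were seen. Each of these 5 lists stayed called without any 1 array, and the lysosome and senescence list became called without sgBAP1 replicate 1 (adjusted p = 0.0443). Without dim probe sets, TGF-beta targets (adjusted p = 0.0427) and the lysosome list (adjusted p = 0.036) became called.

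Of the 28 lists, 9 were called in no comparison by camera at the preset correlation with all arrays and 1 probe set per gene. By camera, 3 of these 9 (non-homologous end joining, ductal and mucinous markers, and housekeeping genes) became called under alternatives given above. Over the 6 comparisons, the lowest camera adjusted p of these 9 lists was 0.128 for acinar markers and for the AMPK and mTOR pathway, 0.176 for BAP1 neighbours, 0.055 for ductal and mucinous markers, and 0.173 for housekeeping genes. It was 0.181 for immune markers, 0.303 for neuroendocrine and islet markers, 0.0652 for non-homologous end joining and 0.384 for PR-DUB and BAP1 partners. With fry, which tests each list without the other genes, each of the 9 lists was called in some comparison. PR-DUB and BAP1 partners were called by fry only for sgBAP1 in irradiated cells (adjusted p = 0.0412). The median level over all arrays was 4.73 log2 for 21 acinar markers, 5.63 for 23 immune markers and 4.5 for 16 neuroendocrine markers, against 11.48 for 21 housekeeping genes.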

Values the study reported

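The study reported that sgBAP1 alone and IR alone (10 Gy) altered about 30% of differentially expressed genes in the same way, with differential expression in PANC1 cells set at a p-value under 0.01 and a fold change over 1.5.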

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

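The simulations of an exact sum, the slope among mid-level genes and the slope among genes near 0 in 1 single comparison were tests chosen only after the result was seen; the test for fewer edited cells was chosen before. The results of this part are listed because the effect of IR differed between control and sgBAP1 cells in a test of the difference itself, by limma for genes and camera at the preset correlation for lists. In all, 218 probe sets differed, and 0 were called by limma without any 1 array (6346 to 8261 at an unadjusted p under 0.05). Of the 56 genes called below 0, 53 were higher with each perturbation alone by sign, and of the 28 above 0, 22 were lower with each. The control arrays enter the interaction and both single changes with opposite signs. A deviation of these arrays would therefore also give such signs. The difference was positive for LFNG (1.08), BTNL9 (0.96), AQP3 (0.95), PADI2 (0.94) and SNAI2 (0.94), with n = 2 arrays per group. It was negative for EGR1 (-1.42), the histone gene H2BC4 (-1.37), FILIP1L (-1.25), the collagenase MMP1 (-1.22) and the p53 target GADD45A (-1.18). List medians of the difference were -0.08 for p53 targets, 0.15 for mitosis and G2/M genes, -0.21 for NF-kB and secretory inflammatory genes, -0.16 for cholesterol biosynthesis and -0.19 for replication-dependent histones. With an estimated correlation camera called 0 of these 5 lists (adjusted p = 0.128 to 0.356), and fry called 8 of the 28 lists.

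Genes called with both perturbations changed by less than the sum of the single changes (slope 0.819 over 1453 genes). Independent noise of single arrays, with the control arrays shared, was argued against by 100 simulations of an exact sum. Their lowest slope was 0.9796, with at most 1 interaction call. The simulations held no deviation common to both arrays of a group, so they do not address one. Compression of dim and bright signals was argued against by a slope of 0.811 among 1067 genes of 6 to 10 log2. Control arrays that stand apart from the other 3 groups enter the sum of the single changes more often than the double change. Among genes called in 1 single comparison and within 0.1 of 0 in the other, the slope was 0.776 (95% interval over genes 0.734 to 0.814, 272 genes). This does not exclude such control arrays. A gene can lie near 0 because its own change offsets a control deviation, and all genes share the same 2 control arrays. Fewer edited cells among the irradiated cells would lower the sgBAP1 change with IR, which was 0.658 of that without (174 genes). They would not lower the IR change of genes near 0 with sgBAP1. For these 98 genes the IR change in sgBAP1 cells was 0.869 of that in control cells (0.817 to 0.912). That lay below all 40 simulations of an exact sum (lowest 0.9566), which argues against fewer edited cells as the only cause for these genes. The value lay below the limit set beforehand, but the upper end of its interval lay above it. As a part of the cause, fewer edited cells cannot be told apart from a response that depends on genotype. The study checked editing by sequencing and western blotting, but its main text gives no share of edited cells, and neither do these arrays. That both perturbations may act on the same genes through shared regulators is a hypothesis that stays open, and no biological explanation was tested.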

How the results depend on the processing

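The count without the genes of the 10 lowest windows was the only one of these tests chosen after the result was seen, and it left 616 of 650 genes called with IR and 549 of 578 with IR in sgBAP1 cells; only 500 of 18132 genes are left out, of which 6.8% were called in the comparison that chose them and 5.8% in the other. Of 2884 values of named genes under the alternatives, 2743 kept their direction and call, 141 kept the direction but lost the call and 0 turned. Of the losses, 80 were the interaction without 1 array, 38 came with the mean of probe sets, 18 were other named calls without 1 array, and the rest came with further normalisations. Among 749 pairs of a called list and an alternative, 0 turned direction. Leaving out each array gave 2302 to 2475 calls for sgBAP1, 1455 to 1638 for IR, 3401 to 3973 for sgBAP1 + IR, 1445 to 1570 for IR in sgBAP1 cells and 814 to 959 for sgBAP1 in irradiated cells. The overlap was then 341 to 415, the correlation 0.2956 to 0.3651 (0.3058 with all arrays) and the slope of additivity 0.807 to 0.8296 (0.8189). The lone array left in a group is assumed to vary like the other groups. The interaction went from 218 to 0 calls by limma in each of these 8 fits, with 3 instead of 4 residual degrees of freedom; other causes were not tested. Without dim probe sets, with fewer tested, 936 were called for IR and 961 for IR in sgBAP1 cells, lists called over the 6 comparisons numbered 9, 10, 13, 9, 6 and 7 (8, 13, 13, 11, 8 and 5 with all), and the correlation was 0.296 and the slope 0.8087. These were 0.3007 and 0.8262 after a further quantile normalisation, and 0.2929 and 0.8046 among the brighter genes. With the mean of probe sets the correlation was 0.3314 and 13 lists were called for sgBAP1. The interaction had 526 calls with trend and robust eBayes and 484 at the study's threshold with limma, and the cause of these moves was not tested. The methods' t-test at the study's threshold called 1339 probe sets for sgBAP1, 843 for IR, 1971 for sgBAP1 + IR, 799 for IR in sgBAP1 cells and 474 for sgBAP1 in irradiated cells, with an overlap of 182. After adjustment it called 34, 0, 150, 2 and 0, with an overlap of 0. Limma called 1503 for IR (14999 at an unadjusted p under 0.05) and 892 for sgBAP1 in irradiated cells (15607), with an overlap of 361. That test estimates each SD from 4 arrays alone and was not run for the interaction, nor was a fit of the compared groups alone. No fold threshold gave 12790, 8555, 16434, 9358 and 7837 calls and an overlap of 3492. A fold over 2 gave 379, 474, 839, 369 and 118, with 30 for the interaction and 48 in the overlap, by construction. Lists called with an estimated correlation numbered 0, 1, 2, 1, 0 and 0 over the 6 comparisons, and with fry 21, 23, 25, 18, 26 and 8. Part of the first loss comes from the 4 degrees of freedom, and fry tests each list without the other genes. Signal over background limits dim genes by an unknown amount, because the table holds no background or detection values.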

Other observations

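The count of genes outside the 10 lowest windows and the shuffles of the gene order were tests chosen only after the result was seen, and the genes of this paragraph and the next were picked after their values were seen. A set of genes near the lower end of the signal on non-irradiated arrays was higher on irradiated arrays. In all, 15 genes with a symbol were below 5 log2 on each of the 4 non-irradiated arrays and above 6 on each of the 4 irradiated arrays, and 0 went the other way by the same levels, with no test involved. Among probe sets without a gene symbol, which are not described here, 1 went up and 3 went down by these levels. Besides COL4A1, CPVL, ITGB8 and FGFBP2 they were the annexin ANXA3 (3.17 with IR in control cells, 2.99 in sgBAP1 cells), the neurofilament NEFL (2.9 and 3.1) and the Golgi mannosidase MAN1A1 (2.88 and 2.98). PLEKHG1 (2.83 and 2.62), the FGF-binding FGFBP1 (2.75 and 2.52), LONRF2 (2.33 and 2.65) and TCEAL8 (2.32 and 2.06) followed. The antiviral genes MX1 and DDX60 (1.47 and 1.28), the RNA-binding BICC1 (1.58 and 1.71) and the homeobox gene MEIS2 (1.22 and 1.24) completed them.

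Single members of lists without a list call also changed. The granins SCG2 (1.49 ± 0.11) and CHGB (1.1 ± 0.06), proteins of secretory granules, rose with IR among the neuroendocrine markers (n = 2 arrays per group). The trypsinogen PRSS3, an acinar marker, rose with sgBAP1 (1.4 ± 0.07) and with both perturbations (1.26 ± 0.07). CD68, a lysosomal protein listed as an immune marker, rose with sgBAP1 (0.93 ± 0.08) and fell with IR (-0.63 ± 0.08), and LAPTM5 rose with both perturbations (1.1 ± 0.08). The mTOR inhibitor DEPTOR fell with sgBAP1 (-1.07 ± 0.06) and rose with IR (0.76 ± 0.06). In lists that were called elsewhere, IGFBP3 fell with IR (-0.69 ± 0.12), as did the cell cycle phosphatase CDC25A (-1.03 ± 0.12).

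Blocks of neighbouring genes were lower on irradiated arrays of both genotypes, and the SD of window medians for IR against control was 0.0833, against at most 0.0385 in 1000 shuffles, which argues against a chance order. A trend on signal level left by the normalisation and a trend on gene length were argued against by an SD of 0.0838 and 0.0821 after their removal. The explanation by a few strong genes per block was not decided, since windows were chosen by their medians, which a few genes hardly move. In sgBAP1 cells, whose arrays had no part in choosing the windows, the shift covered most genes. Of the 500 genes of the 10 lowest windows, 82% lay below the median of all genes in windows (74% to 96% per window). A candidate explanation, as a hypothesis, is a different copy number in the irradiated cultures, since the upper quartile of these genes moved by 0.937 of the shift of their median in sgBAP1 cells (-0.212 and -0.226). Window medians for sgBAP1 against control were also spread beyond the shuffles (SD 0.0561, at most 0.0514), irradiation cannot be separated from the history of the cultures, and regulation of whole blocks was not tested and stays open.

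At the study's threshold with limma, the 160 genes changed in the same direction by sgBAP1 and by IR were 17.9% of the sgBAP1 genes, 24.6% of the IR genes and 11.8% of the genes changed by either. All 3 shares are lower than the value quoted from the study above, the first and the last by the larger margins, and its denominator is not stated.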
